A study of Mus musculus with 2 samples. Its data were reported in "Multipotent neural stem cells originating from neuroepithelium exist outside the mouse central nervous system" (2025).

How the data were processed

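Single-cell RNA sequencing of Sox1-GFP+ cells sorted from mouse tail and mouse brain was analysed, with 1 library per group. The Sox1-GFP reporter marks cells in which the neuroepithelial gene Sox1 is active. The cells were captured with the BD Rhapsody system, which gives each captured molecule a molecular identifier, so that copies made by PCR count as 1 molecule. Tissue, age (postnatal tail, adult brain per the study's methods) and library all differ together between the groups, and no comparison could separate them. The sexes of the cells also differ in mix between the libraries.

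The deposited files hold counts made by the authors. Per the file headers, reads were processed with the BD Rhapsody WTA Analysis Pipeline 1.10.1 against the mouse genome GRCm38 with the GENCODE vM19 annotation. The study's methods name a later version of that pipeline. Each file lists the genes with at least 1 molecule in each barcode that the pipeline called as a cell, with the number of molecules before and after its correction of identifier errors and the number of reads behind them. The error-corrected molecule counts were used, and the uncorrected ones served as an alternative. No other sample was analysed here.

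The design followed the study's methods where they state it, and the filters, gene panels, marker lists, naming of genes by size and the alternative settings were fixed before the data were examined. Cells with more than 200 and fewer than 4000 genes and under 40% mitochondrial molecules were kept, and so were the 16301 genes found in at least 3 kept cells. In the tail file, 1964 of 2469 barcodes passed, and 356 had 40% or more mitochondrial molecules. In the brain file, 7988 of 12111 barcodes passed, and 3428 had 40% or more. No barcode reached the upper limit on genes. Scrublet, run in scanpy 1.11.5 with an expected rate of 0.05, called 5 tail cells (0.255%) and 76 brain cells (0.951%) doublets. These were kept, and their removal was an alternative.

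Counts were log-normalised to 10000 per cell. The 2000 most variable genes of the shared selection were reduced to 1937 by leaving out genes of Seurat's list of 97 cell-cycle genes, used in place of the study's cell-cycle gene set. The libraries were integrated by anchors in Seurat 5.3.0 (R 4.3.3), and 30 principal components and a shared-neighbour clustering at resolution 0.3 gave 11 clusters, numbered from 0. A cluster was compared with 18 marker lists. A marker counted when it was at least 2-fold higher in the cluster than in all other cells, on CPM (molecules scaled to the same total in every library) with 20 added to both sides, and was found in at least 10% of the cluster's cells. The class with the most such markers named the cluster if there were at least 3. A cluster stayed unnamed if another class had more markers among its 10 leading genes, or as many with at least 2. It also stayed unnamed if none of its markers led and fewer than 1 in 3 of the class's markers counted. These thresholds, unlike the marker lists, were set after the clusters had been seen. They left 3 clusters unnamed, with 1442 tail cells (73.4%) and 681 brain cells (8.53%). Such clusters were compared by number.

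With 1 library per group there is no replicate, no test was run and no p-value or standard error is given. Cells and genes are not replicates. Shares of cells have exact Clopper-Pearson 95% intervals. Ratios of summed counts have conditional exact binomial 95% intervals. A count of 0 was taken to allow up to 3 counts over the library, and "at least" ratios divide the other library's count, taken as it is, by that limit. All intervals and limits cover counting error only. For shares of cells with a molecule of a gene, each cell was thinned at random to 400 molecules, the 20th percentile of the brain cells rounded down to a multiple of 100. This left out 19 tail cells (0.967%) and 718 brain cells (8.99%), and the unthinned shares are given as well.

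For gene levels, molecules were summed over kept cells and expressed as CPM. A gene counted as at least 4-fold apart if it had at least 50 molecules over both libraries, was not mitochondrial, and had its whole ratio interval beyond 4-fold. The genes named are those of the panels, and the 5 with the largest ratio in each direction, ranked by the interval bound nearer to 1, over all kept cells and within astroglial-like cells. Genes named outside this rule are said to be so. Some genes that meet the rule, and a second pair of genes used for double-positive cells, are not reported here. Gene identifiers and positions come from GENCODE vM21 on GRCm38, counted from 1, by matching the symbols in the files. On counts simulated at the depth of the tail and brain comparison over all kept cells, from the brain profile and with 200 genes changed 8-fold, 10530 genes passed the minimum number of molecules. The rule called 100 of 100 raised and 83 of 100 lowered genes beyond 4-fold and 0 unchanged ones, and 95.7% of the intervals covered the true ratio. The simulated sums had Poisson error only, which the intervals assume. This coverage therefore checks the calculation and does not test variation between cells or a shift of scale.

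Neighbours of tail cells were counted among the 30 nearest cells in the integrated components, with brain cells drawn down to the number of tail cells. The brain share of each cluster, for libraries of equal size, was set beside these values after the data had been seen, by cluster and averaged over tail cells. The interval used to judge a mean share of neighbours treats that mean as a share of cells. It does not measure the spread between cells. Correlations are Pearson's r across the 16301 genes between mean log-normalised values, for clusters or classes with at least 20 cells of each library. They were set beside r between equal draws of cells of 1 library, as means over 20 draws.

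The settings fixed in advance changed the mitochondrial limit to 20%, dropped the upper limit on genes, used uncorrected molecules, omitted integration, set the resolution to 0.1 or 0.8, kept cell-cycle genes, removed called doublets, removed cells whose index occurs in both files, and removed non-neural-like, ependymal-like and double-positive cells. Others varied the thinning, the number of neighbours, the genes and scale of the correlation, the minimum number of molecules, the scaling (edgeR 4.0.16 TMM factors, or the median ratio over genes) and the weighting of cells. Chosen after seeing the data were 4 other random starts of the clustering, 20 neighbours per anchor, thinning before integration, and a rule of at least 3 astroglial markers per thinned cell. Gene lists for spinal dorsal interneurons, peripheral sensory neurons and cerebrospinal-fluid-contacting neurons were also added after the clusters had been seen.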

Results

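RNA molecules were counted in single Sox1-GFP+ cells sorted from the tail (1 library) and from the brain (1 library). The tail file held 2972637 error-corrected molecules and the brain file 7462281. After filtering, the tail library had 1964 cells with a median of 1282.5 molecules and 831.5 genes per cell. The brain library had 7988 cells with a median of 696 molecules and 439.5 genes. The files held a mean of 1506 reads per barcode for the tail and 762 for the brain, and 1.25 and 1.24 reads per molecule. Kept cells carried 2817103 molecules in the tail library and 6424466 in the brain library. There were no replicates, so each value below describes these libraries.

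The first comparison asked whether Sox1-GFP+ cells of the tail fall into the same populations as neural stem cells (NSCs) and their progeny in the brain. Clusters 0 and 2 were astroglial-like, a class that quiescent NSCs and astrocytes share. Their leading genes included Igsf1, Agt, Slc6a11, Chst2 and Hapln1. They held 4 of 1964 tail cells (0.204%, 95% interval 0.0555 to 0.521) and 5304 of 7988 brain cells (66.4%, 65.4 to 67.4). The alternative that moved the tail share most, 20 neighbours per anchor, gave 1.53%. Bergmann glia-like cells (cluster 5, led by Gdf10 and Gria4) made up 0.305% of tail cells and 3.66% of brain cells.

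Neuroblast-like cells (clusters 1 and 9, led by Stmn2, Gad1 and Islr2) made up 9.67% of tail cells (8.40 to 11.1) and 19.97% of brain cells (19.1 to 20.9). No cluster was named cycling, so this is also the share of neuroblast-like or cycling clusters. Under 8 of the alternatives a cycling cluster was named and added cells to the class, which came to between 13.3% and 26.0% of tail cells. Ependymal-like cells (cluster 6, led by Tmem212 and Dynlrb2) made up 6.87% of tail cells (5.79 to 8.08) and 0.889% of brain cells (0.695 to 1.12). This tail share depends on the settings. Under several alternatives most tail cells of cluster 3 joined ependymal-like clusters, which then held 52.0% to 58.9% of tail cells. Non-neural-like cells made up 9.52% of tail cells (8.26 to 10.9) and 0.563% of brain cells (0.411 to 0.753). In the tail these were 175 fibroblast-like cells (cluster 7, led by Col3a1) and 12 macrophage or microglia-like cells (cluster 10, led by Ctss). In the brain they were 3 and 42.

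The 3 unnamed clusters held most of the tail cells. Cluster 3 (led by Igfbp5 and 1500015O10Rik) held 953 tail cells (48.5%, 46.3 to 50.8) and 184 brain cells (2.30%, 1.99 to 2.66). Its closest class was ependymal, with 3 of 10 markers and none among the leading genes. Cluster 4 (with Krt5, Krt14, Cldn11 and Top2a among its leading genes) mixed markers of keratinocytes, oligodendrocytes and cycling cells, and held 393 tail cells (20.01%, 18.3 to 21.8) and 451 brain cells (5.65%, 5.15 to 6.17). Cluster 8 (led by Robo3, Nhlh2 and Neurod1) had markers of neurons among its leading genes and held 96 tail cells (4.89%, 3.98 to 5.94) and 46 brain cells (0.576%, 0.422 to 0.767). With 1 library per group, a cluster mostly of 1 library may be that library and not a cell type.

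**Figure D1:**
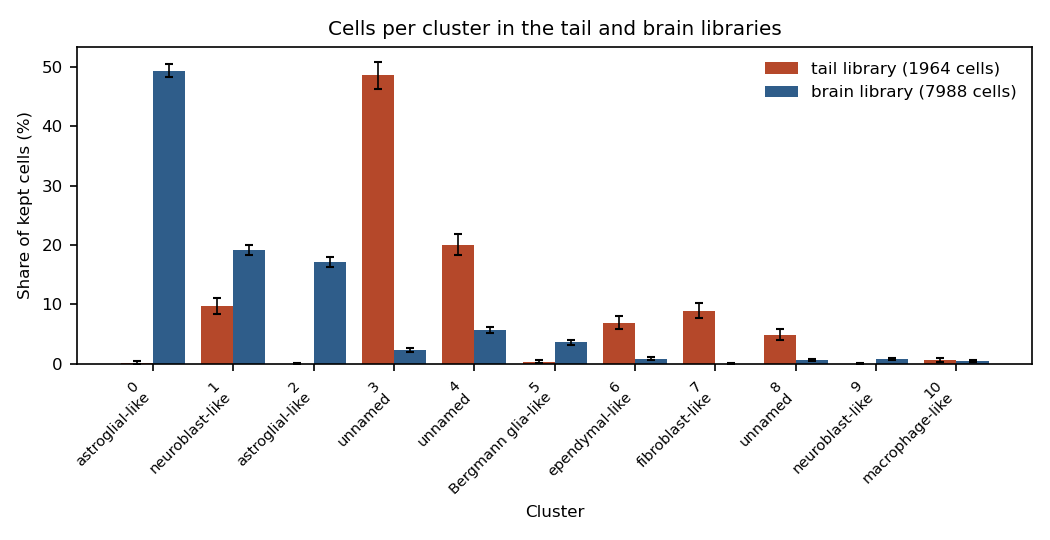
Share of kept cells (%) in each of the 11 clusters for the tail library (1964 cells) and the brain library (7988 cells), with exact 95% intervals as error bars. Cluster 3 holds 48.5% of the tail cells and cluster 0 holds 49.3% of the brain cells.

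The mixing of the libraries after integration was measured from neighbours. Brain cells made up on average 13.2% of the 30 nearest neighbours of a tail cell, where an even mix of libraries with the same cell types would give 50.01%. The cluster shares of the 2 libraries alone give 15.1%, so the mean over all tail cells largely restates them. No brain cell was among the neighbours of 58.0% of tail cells. Without integration, the alternative that moved this value most, the mean was 1.46%. The tail cells of cluster 1 had 71.5% brain cells among their neighbours. The mean was 15.7% for tail cells of cluster 4, 12.5% for cluster 8, 3.93% for cluster 6, 3.11% for cluster 3 and 2.50% for cluster 7.

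The similarity of tail and brain cells placed together was measured by Pearson's r across 16301 genes, which are not independent replicates. For neuroblast-like cells r was 0.890. For equal draws of 95 cells it was 0.871 between the libraries, 0.973 within the tail and 0.966 within the brain. For ependymal-like cells r was 0.799, and at 35 cells per draw 0.764 between the libraries, 0.934 within the tail and 0.927 within the brain. The lowest value for ependymal-like cells among the alternatives, on the log of summed CPM, was 0.718. Among unnamed clusters r was 0.906 for cluster 4, 0.884 for cluster 8 and 0.733 for cluster 3. Over all kept cells it was 0.704. Tail cluster 3 had its highest r with a brain cluster at 0.796, with cluster 4, and with a tail cluster at 0.919, also with cluster 4. Tail cells of cluster 1 had r of 0.928 with tail cells of cluster 8, above the 0.889 with brain cells of their own cluster.

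**Figure D2:**
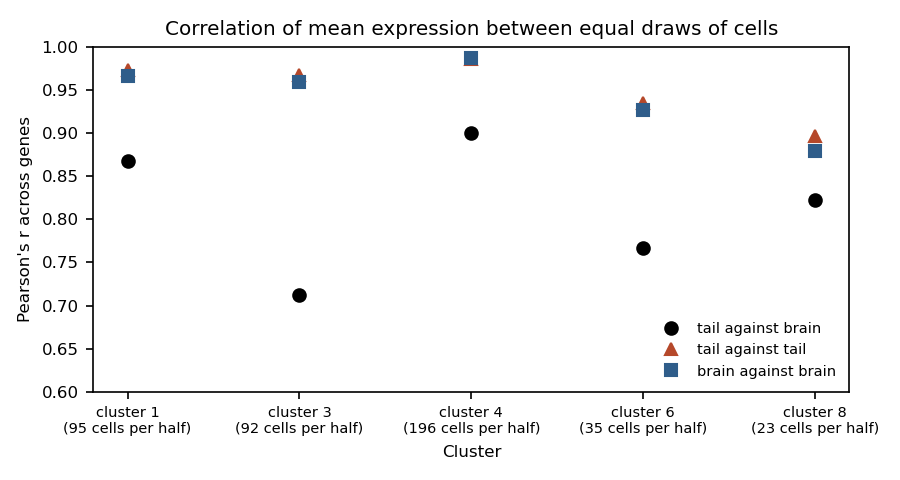
Pearson's r across genes between equal draws of cells in 5 clusters, for tail against brain (circles), tail against tail (triangles) and brain against brain (squares). In each cluster the circle lies below both other marks, from 0.713 in cluster 3 to 0.900 in cluster 4.

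Sox1 itself was counted first among the NSC genes, since its reporter was used in the sort. In thinned cells, 72 of 1945 tail cells (3.70%, 2.91 to 4.64) and 330 of 7270 brain cells (4.54%, 4.07 to 5.04) had a Sox1 molecule. The intervals overlap, and over all kept cells a difference in this share was not detectable at this depth. Clusters went both ways, with 15.9% of thinned tail cells (10.97 to 21.9) against 8.62% of brain cells (7.17 to 10.3) in cluster 1, and 3.87% (2.18 to 6.30) against 9.64% (7.07 to 12.8) in cluster 4. Unthinned shares, the largest move among the alternatives, were 9.78% in the tail and 8.45% in the brain, at median depths of 1282.5 and 696 molecules. Fibroblast-like tail cells, in which Sox1 should be absent, gave 1 of 175 thinned cells (0.571%) at a median depth of 1957 molecules. Macrophage or microglia-like brain cells gave 0 of 41, which allows up to 7.32%, at a median depth of 633. The upper bound of the fibroblast-like share, 3.14%, reached into the interval of the thinned tail share. Without thinning the tail share of 9.78% (8.50 to 11.2) lay above it. Of the other tail clusters compared, only cluster 1 had its whole thinned interval above that bound. In cluster 3, the largest tail cluster, the thinned share was 2.23% (1.39 to 3.39). In cluster 8, 0 of 96 tail cells had a Sox1 molecule. For most tail cells the thinned Sox1 share was thus not separated from that of fibroblast-like cells. Sox1 (ENSMUSG00000096014, chromosome 8, 12395295 to 12400126) had 83.8 CPM in the tail and 117 CPM in the brain, a tail over brain ratio of 0.718 (0.617 to 0.832). Summed molecules thus put Sox1 lower in the tail, where the thinned shares did not separate the libraries. The ratio was 0.549 (0.473 to 0.637) under TMM scaling, and 0.859 (0.734 to 1.001) after removal of non-neural-like, ependymal-like and double-positive cells.

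The 13 NSC genes addressed whether tail cells carry genes of brain NSCs. Their summed level was 4864 CPM in the tail and 9809 CPM in the brain, and 5 of 13 were higher in the tail. Vim had the largest tail over brain ratio of the 13, at 9.79 (9.26 to 10.3), with 2366 CPM in the tail and 242 CPM in the brain. Nes was 4.67-fold and Pax6 3.18-fold higher in the tail. Fabp7 was 1.10-fold higher in the tail with totals as the scale, and fell below 1 under TMM (0.841) and median-ratio scaling (0.852). Slc1a3 had the largest brain over tail ratio, 12.5 (11.9 to 13.2), with 570 CPM in the tail and 7148 CPM in the brain. Without Slc1a3 the summed level is higher in the tail, and without both Slc1a3 and Vim it is higher in the brain again. The order of the sums thus rests on single genes. Gfap was 10.8-fold, Egfr 5.56-fold, Hes5 4.96-fold, Olig2 4.49-fold and Sox9 4.49-fold higher in the brain. Sox2 was 1.37-fold higher in the brain. In thinned cells a Vim molecule was found in 50.7% of tail cells and 5.76% of brain cells (71.5% and 10.1% unthinned). For Slc1a3 the shares were 19.5% and 65.6% (38.3% and 70.8% unthinned).

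The scale matters for small ratios. TMM factors moved every tail over brain ratio by -0.39 on the log2 scale, and the median ratio moved it by -0.37.

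Schwann and neural crest genes addressed whether tail cells are of that lineage. Of 10 genes, 6 were higher in the tail, 5 under TMM or median-ratio scaling, where Pmp22 changed side, and 4 after removal of non-neural-like, ependymal-like and double-positive cells. Their summed level was 148 CPM in the tail and 1406 CPM in the brain. Ngfr was 20.1-fold higher in the tail (8.67 to 57.3), with 53 molecules against 6. Sox10 had 12.8 CPM in the tail and 8.09 CPM in the brain, a ratio of 1.58 (1.003 to 2.46). After the removal of cells just named, the Ngfr ratio fell to 4.38 (1.39 to 14.96) and the Sox10 ratio rose to 4.92 (2.71 to 9.19). The mean over cells also raised the Sox10 ratio, to 3.23 (2.05 to 5.03). Its interval reached below 1 under TMM (1.21, 0.768 to 1.88) and median-ratio scaling (1.22, 0.778 to 1.91). It also did so under 20% mitochondrial counts (1.32, 0.823 to 2.09). Foxd3 had 7 molecules in the tail and 0 in the brain, at least 5.32-fold higher. For Pmp22 (1.06, 0.905 to 1.25) and Erbb3 (5.70, 0.933 to 59.9) a difference was not detectable at this depth. S100b and Mbp were higher in the brain, and so was Cdh19, with 0 molecules in the tail and at least 22.1-fold higher in the brain.

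**Figure D3:**
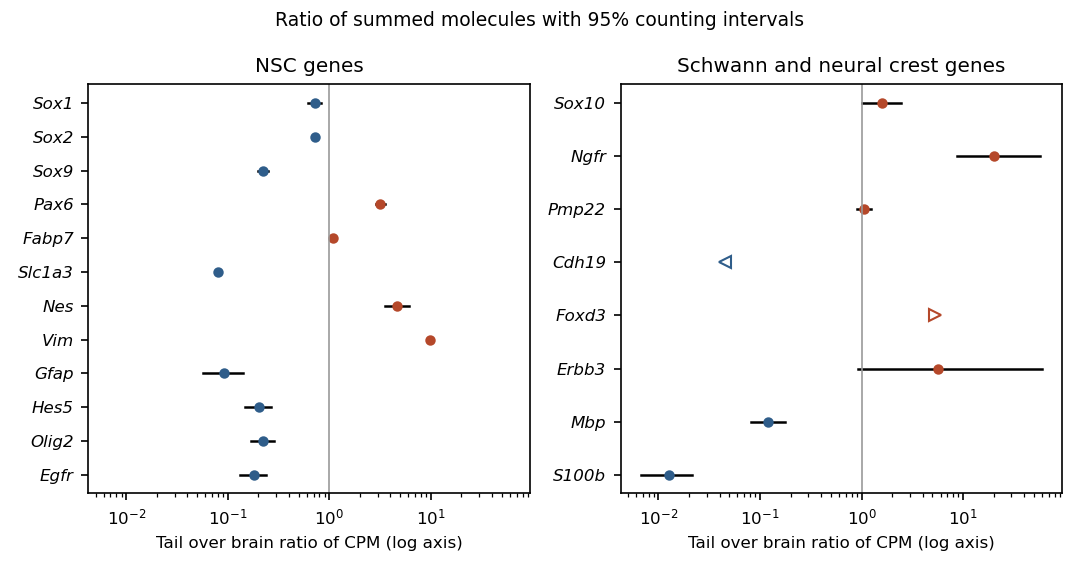
Tail over brain ratio of CPM (log axis) for 12 of the 13 NSC genes and 8 of the 10 Schwann and neural crest genes, with 95% counting intervals as lines; open triangles mark bounds for genes with no molecule in 1 library. Vim lies at 9.79 and Slc1a3 at 0.0798, and Fabp7 and Pmp22 lie near 1 and change side under TMM or median-ratio scaling.

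Proliferation was read from molecules of Mki67 or Top2a, since the study stained tail cells for the Mki67 protein. In thinned cells, 117 of 1945 tail cells (6.02%, 5.0 to 7.17) and 190 of 7270 brain cells (2.61%, 2.26 to 3.01) had at least 1 such molecule. Unthinned shares, the largest move among the alternatives, were 12.8% and 3.93%. The share was 7.43% (4.01 to 12.4) in fibroblast-like tail cells at a median depth of 1957 molecules, so that the tail share is not above this class, which can itself divide. It differed between clusters. Among thinned tail cells it was 0.529% in cluster 1, 2.87% in cluster 3, 14.4% in cluster 4 and 14.1% in cluster 6. Among thinned brain cells it was 40.4% in cluster 4 and 0.450% in cluster 1. Mki67 summed over kept cells was 1.44-fold higher in the tail (1.24 to 1.67), and its ratio stayed above 1 under every alternative, from 1.10 (0.946 to 1.28) under TMM scaling to 2.26 for the mean over cells. Top2a was 1.16-fold higher in the tail, and its ratio fell below 1 under TMM scaling (0.890), median-ratio scaling (0.901), under 20% mitochondrial counts (0.926) and after removal of non-neural-like, ependymal-like and double-positive cells (0.869).

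Over all kept cells, 1249 of 11347 genes were at least 4-fold apart, 720 higher in the tail and 529 higher in the brain. With a minimum of 200 molecules, the alternative that moved the count most, it was 741. The share of these genes that were higher in the tail was 57.6%, and it was 45.9% under TMM and 46.3% under median-ratio scaling. The mix of cell types differs between the libraries and enters this count.

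By the rule of size, the 5 genes with the largest tail over brain ratio were H19, Krt5, Krt14, Hoxb13 and Xist. H19 (ENSMUSG00000000031, a long intergenic RNA gene, chromosome 7, 142575529 to 142578143) had 12324 CPM in the tail and 7.32 CPM in the brain. Krt5 (ENSMUSG00000061527, chromosome 15, 101707070 to 101712898) had 502 CPM in the tail and no molecule in the brain, at least 1075-fold higher. Krt14 (ENSMUSG00000045545, chromosome 11, 100203162 to 100207548) had 336 CPM in the tail and no molecule in the brain, at least 720-fold higher. Hoxb13 (ENSMUSG00000049604, chromosome 11, 96194316 to 96197447) had 289 CPM in the tail and no molecule in the brain, at least 619-fold higher. Xist (ENSMUSG00000086503, a long intergenic RNA gene on chromosome X, 103460366 to 103483254) had 540 CPM in the tail and 0.623 CPM in the brain.

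Of the 5 genes with the largest brain over tail ratio, 4 are given here: Gpr37l1, Ntsr2, Itih3 and Dlx1. Gpr37l1 (ENSMUSG00000026424, chromosome 1, 135160234 to 135167681) had 3949 CPM in the brain and 2 molecules in the tail, a ratio of 5563 (1540 to 45938). Ntsr2 (ENSMUSG00000020591, chromosome 12, 16653382 to 16660227) had 1739 CPM in the brain and 2.13 CPM in the tail. Itih3 (ENSMUSG00000006522, chromosome 14, 30908572 to 30923760) had 804 CPM in the brain and 0.710 CPM in the tail. Dlx1 (ENSMUSG00000041911, chromosome 2, 71528113 to 71533981) had 556 CPM in the brain and 0.710 CPM in the tail. Ntsr2 is among the markers of the astroglial-like class.

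A comparison within astroglial-like cells was meant to leave out the difference in cell mix, but the tail side held 4 cells with 2263 molecules. Of 7602 genes, 37 were at least 4-fold apart, 31 higher in the tail and 6 in the brain. Under TMM scaling the count was 111, with 2 higher in the tail, so no direction can be read from these cells. The 5 genes ranked highest toward the tail were Vim, Igfbp5, Cep290, Enpp2 and Egr1, with 6, 29, 4, 4 and 3 tail molecules. Of those ranked highest toward the brain, Cst3 had 1 tail molecule, and Atp1b2, Plpp3 and Apoe had 0. Within neuroblast-like cells 173 of 4752 genes were at least 4-fold apart (96 higher in the tail), and within ependymal-like cells 68 of 1303 (32 higher in the tail).

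Genes of position along the body axis were compared because the tissues lie at its opposite ends. The 22 caudal Hox genes had 3321 molecules in the tail (1179 CPM) and 12 in the brain (1.87 CPM), a ratio of 631 (361 to 1223), and all 22 were higher in the tail under every scaling tried. The 12 forebrain genes had 54.0 CPM in the tail and 1603 CPM in the brain, 29.7-fold higher in the brain, and none of the 12 was higher in the tail under any scaling tried. Summed Hox levels in tail cells ran from 517 CPM in cluster 7 to 4690 CPM in cluster 8.

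**Figure D4:**
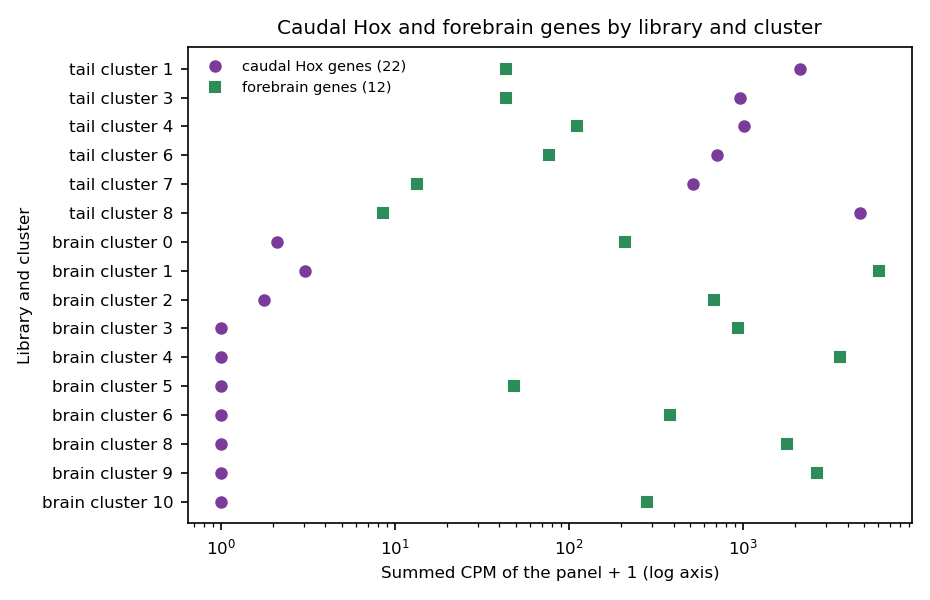
Summed CPM plus 1 (log axis) of 22 caudal Hox genes (circles) and 12 forebrain genes (squares) in the cells of each library and cluster, for clusters with at least 20 cells of that library. Hox levels lie between 517 and 4690 CPM in tail cells and at or below 2.07 CPM in brain cells.

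The 10 genes induced by tissue dissociation summed to 7597 CPM in the tail and 4649 CPM in the brain, a ratio of 1.63 (1.61 to 1.66). All 10 had a ratio above 1 at the chosen settings, and 8 of 10 did under TMM, median-ratio scaling or the mean over cells, where Jun and Dusp1 changed side. Both also fell below 1 under 20% mitochondrial counts (0.981 for Jun and 0.935 for Dusp1), and Jun did after removal of non-neural-like, ependymal-like and double-positive cells (0.966). In brain cells of cluster 1 their sum was 19645 CPM, against 3272 CPM in tail cells of cluster 1. Among sex-linked genes, Xist was higher in the tail, and the 4 Y-linked genes were higher in the brain under every scaling tried, with brain over tail ratios from 1.35 for Ddx3y to 2.38 for Eif2s3y.

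Cells with both Krt1 and Krt10, which the study removed before a second clustering, numbered 5 of 1964 in the tail (0.255%, 0.0827 to 0.593). In the brain they were 0 of 7988, which allows a share of up to 0.0376%. No alternative moved either share beyond its interval.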

Values the study reported

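The study separated the pooled tail and brain Sox1-GFP+ cells into 9 clusters. It reported Pearson correlation coefficients above 0.9 between tail and brain cells for the clusters it named qNSC4, aNSC1 and aNSC2, and much lower ones for qNSC1, qNSC2 and qNSC3. It placed most tail cells with brain quiescent NSCs. Staining for Ki67 was positive in about 13.1% of 520 tail Sox1+ cells.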

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

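Of 203 recomputed values that answer a comparison, 139 stayed within their counting interval, within 0.05 for a correlation, or within 1.5 times for a count, and 64 moved further. The 4 other random starts, 20 neighbours per anchor, thinning before integration and the rule on markers per cell were chosen after seeing the data. The other alternatives were planned. The cell counts, the correlation of neuroblast-like cells, the panels' counts of genes and the double-positive shares moved under none of their alternatives, and the class shares moved under none of the 4 random starts. Dropping the upper limit on genes removed no cell and moved nothing by construction.

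Thinning acts through the number of molecules per cell. With no thinning the Sox1 share was 9.78% in the tail and 8.45% in the brain, and at 200 molecules per cell it was 2.19% and 2.22%. The order of the libraries thus depends on the thinning. The Mki67 or Top2a share was 12.8% and 3.93% with no thinning, and 3.36% and 1.68% at 200 molecules, higher in the tail throughout. With under 20% mitochondrial counts it was 3.29% in the brain, and the cause was not tested.

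The astroglial-like share of tail cells was 0.0509% with no integration, 0.611% at resolution 0.1, 0.825% without shared-index cells, 1.32% with cell-cycle genes kept, 1.39% by at least 3 markers per cell and 1.53% with 20 neighbours per anchor. In the brain it was 61.2% with under 20% mitochondrial counts, 68.6% with raw molecules, 68.6% with no integration, 68.3% at resolution 0.1, 68.3% without shared-index cells, 68.5% thinned before integration and 74.2% by at least 3 markers per cell. The tail share stayed far below the brain share under all of these. Cells of cluster 3 made up most of the class's tail cells without shared-index cells (13 of 16), with cell-cycle genes kept (23 of 26) and with 20 neighbours per anchor (25 of 30). Brain cells of cluster 3 joined the class as well, 171 of 184 with raw molecules and 170 of 184 with no integration. At resolution 0.1, 154 of 184 such brain cells did, and 8 of the class's 12 tail cells came from cluster 3. Without shared-index cells 150 of 183 brain cells did, and thinned before integration 143 of 154. The falls of the tail share with no integration and of the brain share under 20% mitochondrial counts were not traced. Nor were the moves by at least 3 markers per cell.

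A cluster was named cycling under 8 alternatives, and it took 19.1% to 78.1% of the tail cells and 76.7% to 99.3% of the brain cells of cluster 4, which was unnamed at the chosen settings. The tail and brain shares in neuroblast-like or cycling clusters were 24.5% and 31.8% under 20% mitochondrial counts, 25.2% and 25.4% with raw molecules, 19.5% and 25.7% with no integration, 13.3% and 24.3% at resolution 0.8, 18.99% and 24.4% with cell-cycle genes kept, 25.3% and 24.8% with doublets removed, 26.0% and 25.5% without shared-index cells, and 25.8% and 25.2% with 20 neighbours per anchor. The tail share was slightly above the brain share in the last 3, so the order of the libraries depends on these settings. Thinned before integration the tail share was 14.8% with no cycling cluster, and the cause was not tested.

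A keratinocyte-like cluster passed the rule under 7 of those 8 alternatives, not with cell-cycle genes kept. It took 16.5% to 23.9% of the tail cells of cluster 4 and raised the non-neural-like share of tail cells. That share was 14.9% under 20% mitochondrial counts, 13.3% with raw molecules, 14.7% with no integration, 13.8% at resolution 0.8, 13.0% with doublets removed, 13.1% without shared-index cells and 12.5% with 20 neighbours per anchor. Cluster 3, unnamed at the chosen settings, split by library. Of its tail cells 95.4% to 99.2% fell into ependymal-like clusters, which held 52.0% to 58.9% of tail cells, and of its brain cells 82.0% to 92.9% fell into astroglial-like clusters, under 20% mitochondrial counts, with raw molecules, with no integration, at resolution 0.1, without shared-index cells and thinned before integration.

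Brain cells among the neighbours of tail cells were 1.46% with no integration, 18.1% with cell-cycle genes kept, 10.4% for 10 neighbours, 19.1% for 100 neighbours, 21.2% with 20 neighbours per anchor and 8.73% thinned before integration. The cause of these moves was not tested. The correlation of ependymal-like cells was 0.727 as Spearman's rho and 0.718 on the log of summed CPM. It had no value with ependymal-like cells removed.

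At a minimum of 200 molecules, 741 genes were at least 4-fold apart over all kept cells, since fewer genes entered, and 40.6% of them were higher in the tail. With no minimum that share was 67.9%. Under TMM it was 45.9% (573 higher in the tail, 675 in the brain) and under the median ratio 46.3% (575 and 667), against 57.6% (720 and 529) with totals. Within astroglial-like cells the count of 37 rested on 4 tail cells. It was 98 with under 20% mitochondrial counts, 101 with raw molecules, 18 with no integration (1 tail cell), 93 at resolution 0.1, 76 with doublets removed, 137 with no minimum and 21 at a minimum of 200. TMM gave 111 with 1.80% higher in the tail, and the median ratio 107 with 1.87%, against 83.8% with totals.

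Of 276 recomputed ratios of 40 single genes, 258 kept their side of 1 and 7 moved to the other side beyond their interval. These were Fabp7 (0.841 under TMM, 0.852 under the median ratio), Jun (0.880 under TMM, 0.891 under the median ratio, 0.951 for the mean over cells) and Top2a (0.890 under TMM, 0.869 with non-neural and double-positive cells removed). Another 81 moved beyond their interval. All 17 that did so under TMM and all 16 under the median ratio fell, which the factors for the libraries cause by construction. After removal of non-neural-like cells 4 genes had no molecule left in 1 library and no ratio.

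Depth limits what can be seen. The median of 696 molecules per brain cell leaves most cells without a molecule of genes such as Sox1, and 4 astroglial-like tail cells with 2263 molecules cannot describe that class in the tail.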

Other observations

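The count of indexes in both files and the tests of carry-over in astroglial-like cells and of depth for Sox1 were planned. The tests on the indexes of brain-type tail cells, on neighbours, neuroblast-like cells, Hox genes, gene lists and sexes were chosen only after the result was seen. Robo3, Pkd2l1, Tal1, Gata2 and the genes of the added lists fall outside the rule for naming genes, and they were named after values of the clusters had been seen.

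Unthinned, more tail than brain cells had a Sox1 molecule, by 1.33 percentage points. After thinning, the tail share was below the brain share, with a tail minus brain difference of -0.837 points and overlapping intervals. The unthinned difference over all kept cells is consistent with the greater depth per tail cell. Within clusters 1 and 4 the thinned shares differed, in opposite directions, and this was not explained by any test. Differences of tissue and age stay open, as untested.

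A few tail cells fell into brain-type clusters. Carry-over through index hopping or shared cell labels would leave the index of each such cell in the brain file as well. Of the 4 astroglial-like and 6 Bergmann glia-like tail cells, 0 of 10 had an index that the brain file holds (upper bound 30.8%), which argues against it as the source of most of them. The 29 indexes in both files, against 33.8 expected from independent draws (Poisson range 23 to 46), could not show so few cells. Whether whole brain cells entered the tail sample cannot be told apart for the 4 astroglial-like tail cells. Of these, 1 had a caudal Hox molecule and 0 had a molecule of 3 forebrain genes chosen for this test, while 9.95% of astroglial-like brain cells had a molecule of those 3. With 4 cells neither count decides.

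For the 190 neuroblast-like tail cells the same question had an answer. Dlx1 was found in 73.7% of neuroblast-like brain cells (1175 of 1595) and in 0 of 190 such tail cells, which allows up to 1.58%. A caudal Hox molecule was found in 170 of the 190 tail cells (89.5%) and in 2 of the 1595 brain cells. These values argue against brain cells as the source of this tail population. A regional difference between tail and brain cells of a neuronal type may account for it, as a hypothesis found and tested on the same data, and age and library remain confounded with tissue.

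Tail cells had few brain neighbours, 13.2%, and the cluster shares of the libraries alone give 15.1%. The clusters come from the same components, so this does not separate a difference in cell types from poor alignment. If the difference in depth were the whole cause, thinning before integration would raise the share, and it fell to 8.73%, which argues against it. With 20 neighbours per anchor the share rose to 21.2%. More anchors also bring unlike cells together, so this rise cannot tell weak anchoring from a difference in cell types. The rule of at least 3 astroglial markers per thinned cell uses no anchors. By it the class held 1.39% of tail cells and 74.2% of brain cells. This argues against weak anchoring as the whole cause, and its part in the low share stays open. If sex were the whole cause, tail cells with a Y-linked molecule and no Xist would have far more brain neighbours than those with Xist and no Y-linked molecule. The mean shares were 13.6% in 272 cells and 14.1% in 553 cells, given without a measure of the spread between cells. The former mean was not above the latter, which argues against sex as the whole cause. A library effect and differences of tissue and age stay open, as untested.

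Caudal Hox RNA might have come from tail mesenchyme. Then it should be highest in fibroblast-like tail cells and fall elsewhere with collagen RNA. Fibroblast-like tail cells had 517 CPM of summed caudal Hox genes, and all 5 other tail clusters compared lay above, from 714 CPM in cluster 6 to 4690 CPM in cluster 8. Col1a1 was 31152 CPM in fibroblast-like tail cells and 7.52 CPM in tail cells of cluster 8. These values argue against that source for the Hox RNA of the other clusters. It might also have come from keratinocytes, whose RNA lay mainly in cluster 4. There, the 87 tail cells with a Krt5 or Krt14 molecule had 670 CPM of summed Hox genes and the 306 without had 1176 CPM, a ratio of 1.75 (1.44 to 2.15). Krt5 was at 7356 CPM in the former, and no Krt5 molecule was found in tail cells of clusters 1, 6 and 8. This argues against keratinocytes as well, and other cells of the skin were not tested. That the tail cells themselves carry a caudal identity is a hypothesis, and it was found and tested on the same data.

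Robo3 was found in 64.6% of tail cells of cluster 8, at 2007 CPM, and in no brain cell of that cluster. Cells resembling spinal dorsal interneurons are a candidate explanation. The list's 10 genes, 7 of which were detected in the tail and 4 in the brain, had a median ratio of 1.64 (log2) between tail cells of cluster 8 and other tail cells, at percentile 100 of 10000 random lists matched on expression. Their sum was 955 CPM against 52.9 CPM, with Pax2 at 361 CPM, Lbx1 at 263 CPM, Lhx5 at 195 CPM and Lhx1 at 67.7 CPM. The list of 9 peripheral sensory neuron genes, 6 of which were detected in the tail and 5 in the brain, lay at percentile 7.04, with 0 molecules in the cluster against 26.8 CPM in other tail cells. No list for other spinal interneurons was tried, so the values cannot single out the dorsal type. They go with cells resembling spinal interneurons and argue against peripheral sensory neurons. How such cells came to be in the tail sample was not tested. The 2 lists shared no gene with the marker lists.

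Pkd2l1 was found in 47.4% of tail cells of cluster 1, at 1654 CPM, with Tal1 in 52.6% and Gata2 in 43.2% of them. Neurons in contact with cerebrospinal fluid, a type lining the central canal of the spinal cord, are a candidate explanation. The list's 5 genes, all detected in the tail, 4 detected in the brain and 1 (Gad2) also in a marker list, had a median ratio of 2.88 (log2) and lay at percentile 100. Their sum was 827 CPM in tail cells of cluster 1 and 18.9 CPM in other tail cells, with Gad2 at 385 CPM, Slc32a1 at 163 CPM, Pkd1l2 at 148 CPM and Espn at 113 CPM. The values are consistent with such cells. Spinal cord tissue within the tail sample and neural cells elsewhere in the tail were not distinguished by any test.

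Xist was nearly confined to the tail library, with 1521 molecules against 4. If the tail library holds cells of both sexes, Xist and Y-linked molecules should avoid each other. Of the tail cells, 556 (28.3%) had Xist, 275 (14.0%) had a Y-linked molecule, and 3 had both, where independence gives 77.9. In the brain 1 cell had Xist and 1141 had a Y-linked molecule. The tail values are consistent with cells of female and male animals in 1 library, and the brain values with male cells. The mix of sexes therefore differs between the libraries, and apart from the neighbours its effect was not tested.

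The share of tail cells with an Mki67 or Top2a molecule was taken over 1945 thinned cells of all clusters, and the stained share quoted above was taken over Sox1+ cells counted by microscopy. The populations and the measure differ, so no direction is given. The clusters here were rebuilt and named by marker lists, so a difference from the study's clusters in number or kind can come from the naming alone.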
